A study of Mus musculus with 11 samples. Its data were reported in "Single cell transcriptome atlas of mouse mammary epithelial cells across development" (2021).

How the data were processed

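Accessibility was measured by ATAC-seq in basal and luminal mammary epithelial cells sorted from micro-dissected TEBs and ducts at 5 weeks of age. The mice carried an E-cadherin-GFP reporter, whose level also served in sorting, and the labels give the strain as C57BL/6. There were 11 libraries, with groups taken from the sample labels: basal duct (replicates 1 and 3), basal TEB, luminal duct and luminal TEB (replicates 1 to 3 each). The study states that a further basal duct sample was discarded for low cell number, and it is not analysed here. Whether libraries with the same replicate number share animals is not given in the sources used here.

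The authors trimmed adapters, mapped reads to mm10 with Bowtie2 (version 2.3.4.3 per the labels), removed duplicates, called peaks with MACS2 on the pooled replicates of each population, merged overlapping peaks with bedtools and removed blacklisted regions. The deposited files hold, per library, raw read counts per merged peak, which the authors obtained in SeqMonk. The deposited peak list holds 153682 merged peaks in mm10 coordinates, of which 153396 have counts and 286 on scaffolds do not. The values were whole numbers with the same peaks in each of the 11 files.

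Peaks were annotated against GRCm38 (mm10) with GENCODE vM21 by distance from the nearest peak edge to any of 41421 TSSs of protein-coding genes, in classes of up to 500 bp, 0.5 to 2.5 kb, 2.5 to 10 kb and over 10 kb. The promoter peak of a gene was the peak within 500 bp of one of its TSSs with the highest mean log2 CPM over the 11 libraries, and 14886 of 21860 genes had one. A peak was called soft-masked when over 50% of its bases were lower case in the reference sequence. RPKM was computed from counts in peaks and peak width, and principal components were taken of log2(RPKM + 1) with a pseudocount of 1.

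Differential accessibility between each pair of groups was tested with the classic exact test of edgeR 4.0.16 (TMM factors, dispersions estimated in the pair, all peaks with a count in the pair, Benjamini-Hochberg FDR 0.05) in R 4.3.3. The pairs were basal TEB against basal duct (153358 peaks), luminal TEB against luminal duct (153394), basal duct against luminal duct (153395) and basal TEB against luminal TEB (153396). The interaction of structure and lineage was tested with the edgeR quasi-likelihood test over 11 libraries and 126832 peaks past filterByExpr. CPM values are TMM-scaled within the pair and given as mean ± SD. The SE of a log2 fold change was computed between samples from log2 CPM with a prior count of 2. The biological coefficient of variation was 0.268, 0.134, 0.126 and 0.242 in the 4 pairs in the order above.

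Gene lists were tested on promoter peaks with camera (limma 3.58.1, preset correlation 0.01), which compares a list with all other promoters, with an estimated correlation beside it. Lists with fewer than 5 promoter peaks were not tested. The 20 lists were basal identity, contractile and smooth muscle, extracellular matrix, luminal progenitor, mature luminal, pan-luminal, cell cycle, housekeeping, developmental transcription factors of other lineages, Wnt and Notch pathway, EMT transcription factors, markers of 7 other cell types (fibroblast, endothelial, immune, adipocyte, pericyte, Schwann and nerve, differentiated keratinocyte), and the TEB-high and duct-high genes that the study names. Acta2, Col16a1, Hey1, Lgr5, Myh11, Myl9, Mylk, Notch3, Nrg1, Pdgfrb, Postn, Prrx1, Snai2, Twist1 and Twist2 are each in 2 lists. The signature gene lists of the study were not used here. Matches of 20 fixed consensus motifs were counted in DA peaks and in the other tested peaks. Fisher's exact test with Benjamini-Hochberg adjustment compared these, shares of soft-masked peaks and distance classes. The p63/p53 consensus is a half-site. Matches were also counted in 30688 random windows.

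Named genes followed a fixed rule for each comparison. Part 1 took the 6 largest log2 fold changes per direction among DA promoter peaks of protein-coding genes with non-overlapping groups and a mean log2 CPM above the median promoter. Part 2 took the 2 members of each list with the smallest p per direction among those past the test, of which the text leaves some out, and 1 of them is not reported here. Part 3 took 19 genes that the study names. Part 4 took the 3 peaks over 10 kb from a TSS with the smallest p per direction.

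Depth in peaks ran from 1821942 to 9986384 counts per library, with a median count per peak of 6 in the basal TEB libraries, 9 to 10 in luminal TEB, 13 to 15 in luminal duct and 15 to 20 in basal duct libraries. The pipeline was tested on simulated data with 40 changed peaks per fold. At a fold of 4 the exact test recovered 32, 37, 35 and 38 of the 40, and at a fold of 2 it recovered 0, 7, 0 and 1 (pairs in the order above). For decreases it recovered 14, 28, 17 and 23 of 40 at a fold of 0.25, and 4, 0, 3 and 0 at a fold of 0.5. False calls were 2 of 53, 2 of 81, 1 of 60 and 2 of 68. In this simulation small changes, and many large decreases, were therefore missed. With few changed peaks the adjustment over all peaks is strict, so recovery in the data may be higher, and the part played by depth was not tested. The simulation was first run after the tests on the data.

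Alternatives tried were the quasi-likelihood test, DESeq2 1.42.0, a replicate block, other scalings (RLE, total count, upper quartile, TMM from TSS peaks or from peaks over 10 kb away, loess offsets, GC-bin offsets), filterByExpr, an FDR of 0.01, a fold threshold of 1 on the log2 scale, a dispersion shared by 11 libraries, leaving out each library, fry, other promoter definitions, matched motif backgrounds and other soft-masking thresholds. Leaving out soft-masked peaks, TMM factors from the 20000 most accessible peaks, and TMM factors from TSS peaks for named genes were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for annotation, motifs and figures.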

Results

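ATAC-seq, in which a transposase inserts adapters into open chromatin, was used to measure accessibility in sorted basal and luminal epithelial cells of the mouse mammary gland at 5 weeks of age. The cells came either from terminal end buds (TEBs), the growing tips of pubertal ducts, or from the ducts behind them. There were 2 basal duct libraries (replicates 1 and 3) and 3 libraries each of basal TEB, luminal duct and luminal TEB cells. The values were read counts in 153396 merged peaks with a median width of 346 bp. Of these peaks, 16630 (10.8%) lay within 500 bp of a transcription start site (TSS) of a protein-coding gene, and 106497 (69.4%) lay over 10 kb from one. The basal duct libraries held 9986384 (replicate 1) and 6816197 (replicate 3) counts in peaks. The basal TEB libraries held 1821942, 2489582 and 2040392 counts, the smallest totals of the series. The luminal duct libraries held 4876251, 5561051 and 4650216 counts, and the luminal TEB libraries 3480710, 3738324 and 2960093.

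**Figure D1:**
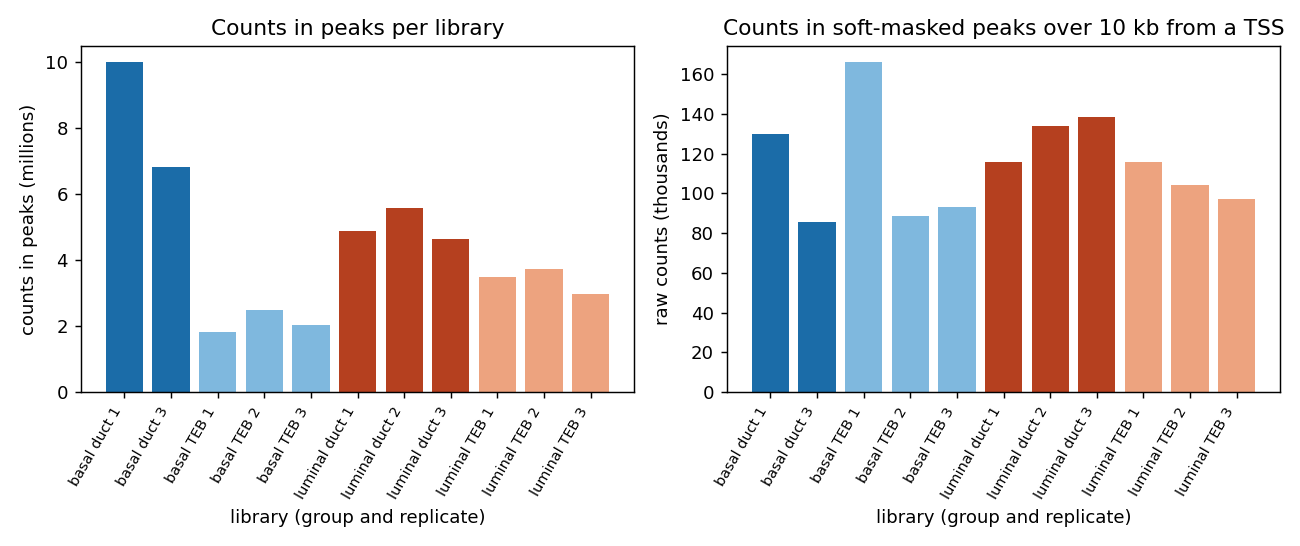
Bars give, per library, counts in peaks (left) and raw counts in soft-masked peaks over 10 kb from a TSS (right), coloured by group. Basal TEB libraries have the lowest totals in peaks (1821942 to 2489582), while their raw counts in soft-masked peaks (88390 to 165975) overlap those of basal duct libraries (85857 and 129777).

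Basal duct libraries had 40.05% to 42.7% of their counts in TSS peaks and basal TEB libraries 31.1% to 35.7%. Peaks that were over 50% soft-masked repeat sequence took 2.40% to 2.45% of the counts in basal duct libraries and 7.03% to 16.2% in basal TEB libraries. In the luminal libraries these peaks took 4.46% to 7.21%. Spearman correlation across peaks between replicate libraries was 0.954 for basal duct, 0.892 to 0.912 for luminal duct, 0.845 to 0.860 for luminal TEB and 0.700 to 0.754 for basal TEB. Peaks are not independent replicates, and these values describe the libraries only.

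To ask what separates the libraries, principal components of log2(RPKM + 1) were taken over all peaks. Component 1 held 56.5% of the variance and separated basal libraries (scores 249.5 to 377.4) from luminal libraries (-300.1 to -229.3). Component 2 held 14.2% and separated basal duct libraries (-232.9 and -222.2) from basal TEB libraries (51.8 to 326.6), with the luminal libraries between them (-49.6 to 19.4). Component 3 (7.60%) spread the 3 basal TEB libraries from -223.2 to 264.4.

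**Figure D2:**
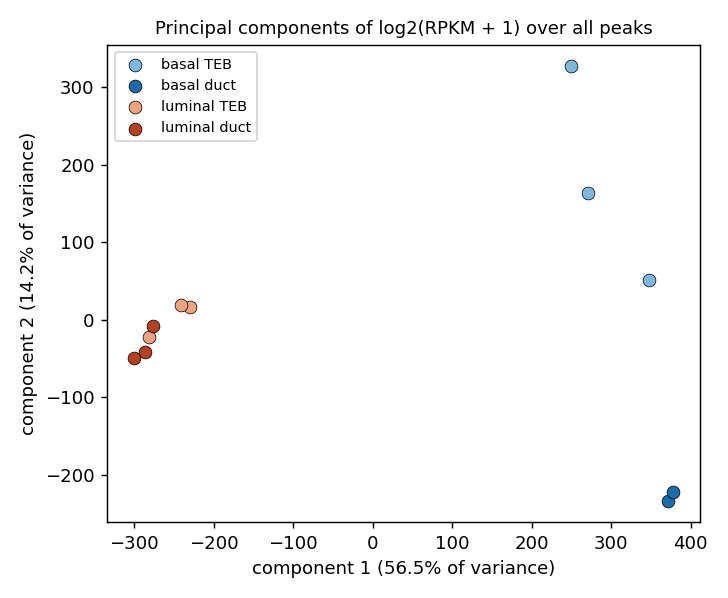
Each point is 1 library, placed by its score on component 1 (56.5% of variance) and component 2 (14.2%) of log2(RPKM + 1) over all peaks. Basal and luminal libraries lie on opposite sides of component 1, and basal TEB libraries (51.8 to 326.6) lie above basal duct libraries (-232.9 and -222.2) on component 2.

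Ducts were compared first across lineages, to describe which sites distinguish basal from luminal cells in the more mature structure. Promoters of the basal keratins were far more accessible in basal duct cells. The Krt14 promoter had 48.8 ± 1.03 CPM (mean ± SD, n = 2) in basal duct and 0.962 ± 0.661 (n = 3) in luminal duct libraries, a log2 fold change of 5.6 ± 0.56 (SE, edgeR adjusted p = 4.1e-95). Krt17 (61.6 ± 5.74 against 2.96 ± 0.536 CPM) and Krt5 (17.1 ± 2.22 against 0.930 ± 0.180 CPM) differed in the same direction. Of 25 basal identity promoters, 20 rose and 0 fell (20 and 0 adjusted over the list alone), with a median log2 fold change of 1.69 against 0.30 for all promoters. The camera adjusted p of this list was 2.0e-12 (adjusted p = 0.336 with an estimated correlation).

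Promoters of contractile genes were also higher in basal duct than in luminal duct cells, with 20 of 25 risen and 0 fallen (20 and 0 adjusted over the list alone). Camera gave the list adjusted p = 1.2e-10 with a median of 1.55 (adjusted p = 0.351 with an estimated correlation). Among them were Lmod1, an actin filament nucleator (log2 fold change 3.95 ± 0.21, edgeR adjusted p = 2.1e-52), Tagln, an actin-binding protein (3.59 ± 0.32, edgeR adjusted p = 2.1e-47), and the smooth muscle actin gene Acta2. Acta2 had 57.9 ± 2.28 CPM (n = 2) in basal duct and 9.73 ± 1.10 (n = 3) in luminal duct libraries (edgeR adjusted p = 7.8e-46). Of 24 extracellular matrix promoters, 23 rose and 0 fell (23 and 0 adjusted over the list alone, camera adjusted p = 2.0e-12, median 1.81, adjusted p = 0.336 with an estimated correlation). They included Sparc, which encodes a collagen-binding matrix protein (3.38 ± 0.17, edgeR adjusted p = 1.1e-40), and Thbs1, which encodes thrombospondin (2.22 ± 0.07, edgeR adjusted p = 8.5e-35). The duct-high genes named by the study rose in 7 of 7 (7 adjusted over the list alone, camera adjusted p = 2.5e-07, median 2.57, adjusted p = 0.336 with an estimated correlation). The TEB-high genes rose in 5 of 6 (5 adjusted over the list alone, camera adjusted p = 0.131, median 1.19). The study chose both lists from these tissues, partly on these libraries, so neither is independent evidence.

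Luminal genes were split. Of 22 pan-luminal promoters, 12 were lower and 2 higher in basal duct cells (12 and 2 adjusted over the list alone, camera adjusted p = 4.0e-07, median -0.36, adjusted p = 0.550 with an estimated correlation). Ehf, an epithelial ETS factor, fell by 3.15 ± 0.23 on the log2 scale (edgeR adjusted p = 9.9e-23) and the tight junction gene Cldn3 fell by 1.58 ± 0.09 (edgeR adjusted p = 2.4e-21). Krt18 fell by 0.77 ± 0.17 (edgeR adjusted p = 6.4e-05), while its partner Krt8 was at -0.14 ± 0.13 (edgeR adjusted p = 0.43). Xbp1, a secretory pathway factor (0.53 ± 0.19, edgeR adjusted p = 0.0017), and the luminal master regulator Gata3 (0.37 ± 0.19, edgeR adjusted p = 0.035) were the 2 that rose. Their calls ended without basal duct replicate 1 and with TMM factors from TSS peaks, and that of Gata3 also without luminal duct replicate 3. The Gata3 call also ended with loess offsets. In the mature luminal list 5 of 21 rose and 5 fell (5 and 5 adjusted over the list alone, camera adjusted p = 0.0126, median -0.10, adjusted p = 0.741 with an estimated correlation). The pioneer factor gene Foxa1 fell by 2.42 ± 0.26 (edgeR adjusted p = 5.0e-36), the co-chaperone gene Dnajc12 fell by 1.65 ± 0.12 (edgeR adjusted p = 2.6e-15), and Greb1, an oestrogen receptor cofactor, rose (1.61 ± 0.16, edgeR adjusted p = 3.6e-09). In the luminal progenitor list 7 of 17 rose and 3 fell (7 and 3 adjusted over the list alone, camera adjusted p = 0.913, median 0.32).

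The largest promoter changes in the rule's set were Rasef, a RAB GTPase (4.73 ± 1.05 CPM in basal duct, n = 2, and 63.4 ± 2.55 in luminal duct, n = 3), Ccdc149 (-2.69 ± 0.01), Arhgap32 (-2.58 ± 0.10), the claudin gene Cldn8 (-2.56 ± 0.34) and Sh2d4a (-2.18 ± 0.39) on the luminal side. On the basal side were Vgll3, a TEAD cofactor (2.34 ± 0.12), Tmem94 (2.34 ± 0.10), Pdk4, which inhibits pyruvate dehydrogenase (2.31 ± 0.20), Sh3rf3 (2.19 ± 0.18), and 1 peak shared by Hs3st3a1 and F930015N05Rik (2.31 ± 0.16). The Wnt receptor partner Lgr5 had 32.5 ± 5.92 CPM (n = 2) in basal duct and 8.19 ± 1.47 (n = 3) in luminal duct libraries, a log2 fold change of 2.00 ± 0.23 (edgeR adjusted p = 3.8e-23). Of 24 Wnt and Notch promoters 16 rose and 1, Hes1, fell (16 and 1 adjusted over the list alone, camera adjusted p = 0.0126, median 0.66, adjusted p = 0.763 with an estimated correlation). Dkk3 (3.23 ± 0.40, edgeR adjusted p = 2.5e-30) and Wnt10a (2.04 ± 0.20, edgeR adjusted p = 1.8e-19) were among those that rose. The Hes1 call ended without basal duct replicate 3.

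Away from promoters, the smallest p for a site higher in luminal duct cells was in an intron on chromosome 15, 25376369 to 25377422 (GRCm38/mm10), 36.3 kb from the Basp1 TSS, with a log2 fold change of -6.24 ± 0.20 (edgeR adjusted p = 2.1e-122). The smallest p for a distal site higher in basal duct cells was on chromosome 11, 117922490 to 117924119, 45.1 kb from Socs3, a feedback inhibitor of cytokine signalling (5.05 ± 0.10, edgeR adjusted p = 2.8e-115). In all, 48705 peaks were higher in basal duct and 56133 higher in luminal duct cells (edgeR exact test). TSS peaks made up 15.0% of the basal-higher peaks (7289, 95% Clopper-Pearson interval 14.6% to 15.3%) and 3.57% of the luminal-higher peaks (2002), against 10.8% of tested peaks. Fisher's exact test, which treats peaks as independent, gave odds ratios of 1.80 (p = 1.5e-262) and 0.209. The shares depended on scaling. They were 12.1% and 6.96% with TMM factors from TSS peaks, 12.8% and 5.49% with loess offsets, and 9.38% and 8.44% with GC-bin offsets, which ended the excess among basal-higher peaks. Such intervals cover counting error only, edgeR p-values spread between samples, and camera p-values spread across promoters. The comparisons, tests, gene lists and motifs were fixed before the data were examined, and later choices are named as such.

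Known motifs divided the duct peaks by lineage. A TEAD site was present in 24.5% of basal-higher peaks against 16.1% of all tested peaks (odds ratio 2.32), and an SRF site, bound by the regulator of contractile genes, in 3.63% against 2.35% (odds ratio 2.11, adjusted p = 5.1e-105). A p63/p53 half-site was in 6.65% against 4.45% (odds ratio 2.01, adjusted p = 4.7e-167). Luminal-higher peaks were richer in FOX sites (23.8% against 14.0%, odds ratio 3.38), AP-1 sites (33.2% against 24.6%, odds ratio 2.03) and the oestrogen response element (0.290% against 0.142%, odds ratio 5.15, adjusted p = 7.7e-30). These are consensus matches only, compared with the other tested peaks by Fisher's exact test (Benjamini-Hochberg over motifs, directions and comparisons). Peaks are not independent.

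Markers of other cell types also differed between the ducts' lineages. Of 10 fibroblast promoters 9 were higher in basal duct cells (9 adjusted over the list alone, camera adjusted p = 2.3e-05, median 2.18, adjusted p = 0.336 with an estimated correlation). They included Fbn1 (3.80 ± 0.12, edgeR adjusted p = 2.4e-72) and Col5a1 (3.55 ± 0.14, edgeR adjusted p = 1.5e-66). All 6 endothelial promoters were higher (6 adjusted over the list alone, camera adjusted p = 0.0253, median 1.87, adjusted p = 0.336 with an estimated correlation), among them Sox18 (2.34 ± 0.38, edgeR adjusted p = 3.9e-13). Of 5 pericyte promoters 3 rose (3 adjusted over the list alone, camera adjusted p = 0.467, median 0.90). Of 6 Schwann cell promoters 4 rose and 1 fell (4 and 1 adjusted over the list alone, camera adjusted p = 0.484, median 0.73). Of 5 adipocyte promoters 2 rose (2 adjusted over the list alone, camera adjusted p = 0.732, median -0.06, mean 0.37). Of 6 keratinocyte promoters 3 rose and 2 fell (3 and 2 adjusted over the list alone, camera adjusted p = 0.774, median 0.65, mean -0.07). The immune list had 2 measured promoters and was not tested, and there the macrophage receptor gene Csf1r fell by 2.63 ± 0.38 (edgeR adjusted p = 3.9e-13) and Coro1a rose (1.04 ± 0.22, edgeR adjusted p = 0.00012). Of 9 EMT transcription factor promoters 4 rose, Snai2 and Snai3 among them (4 adjusted over the list alone, camera adjusted p = 0.336, median 0.37). Developmental factors of other lineages had 6 of 12 risen and 1 fallen (6 and 1 adjusted over the list alone, camera adjusted p = 0.989), with a median of 0.66 although the direction of the test was down. Cell cycle promoters had 9 of 29 risen and 1 fallen (8 and 0 adjusted over the list alone, camera adjusted p = 0.604, median 0.16). Housekeeping promoters had 7 of 28 risen and 0 fallen (6 and 0 adjusted over the list alone, camera adjusted p = 0.600, median 0.20), and camera pointed down in both.

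TEBs were then compared across lineages, to ask whether the same distinction is present in the growing tip. Keratin and contractile promoters again separated the lineages. Krt17 was higher in basal TEB cells (31.2 ± 8.16 against 3.95 ± 1.03 CPM, n = 3 each, log2 fold change 2.96 ± 0.31, edgeR adjusted p = 3.7e-17), as were Krt5 (3.83 ± 0.43, edgeR adjusted p = 9.6e-07) and Acta2 (60.4 ± 12.9 against 16.2 ± 2.97 CPM, edgeR adjusted p = 4.6e-12). Foxa1 was at 5.50 ± 0.763 CPM in basal TEB and 57.7 ± 10.4 in luminal TEB libraries (-3.37 ± 0.18, edgeR adjusted p = 4.1e-26). Krt19 fell by 3.53 ± 0.17 (edgeR adjusted p = 3.7e-21), Krt18 fell by 1.96 ± 0.15 (edgeR adjusted p = 3.0e-09) and Krt8 fell by 0.66 ± 0.21 (edgeR adjusted p = 0.022). The median over all promoters was -0.09. The Krt8 call ended without basal TEB replicates 1 or 3 or luminal TEB replicates 1 or 2.

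By list, 17 of 25 basal identity promoters rose and 1, the Notch ligand gene Jag1, fell in basal TEB relative to luminal TEB cells (17 and 1 adjusted over the list alone, camera adjusted p = 6.0e-11, median 1.26, adjusted p = 0.222 with an estimated correlation). Jag1 fell by 0.61 ± 0.21 (edgeR adjusted p = 0.030), a call that ended without basal TEB replicates 1 or 3 or any 1 of the luminal TEB replicates. Contractile promoters rose in 14 of 25 (14 and 0 adjusted over the list alone, camera adjusted p = 5.3e-13, median 1.34, adjusted p = 0.114 with an estimated correlation), led by Tagln (3.40 ± 0.31, edgeR adjusted p = 2.0e-22) and Myl9 (2.83 ± 0.26, edgeR adjusted p = 1.0e-13). Extracellular matrix promoters rose in 18 of 24 and 1 fell (18 and 1 adjusted over the list alone, camera adjusted p = 1.2e-13, median 1.22, adjusted p = 0.114 with an estimated correlation). Lamb1, a laminin chain gene, was at 2.38 ± 0.16 (edgeR adjusted p = 3.2e-12) and Agrn at -0.89 ± 0.25 (edgeR adjusted p = 0.0032). Pan-luminal promoters fell in 15 of 22 and 0 rose (15 and 0 adjusted over the list alone, camera adjusted p = 3.3e-10, median -0.79, adjusted p = 0.114 with an estimated correlation). Mature luminal promoters fell in 11 of 21 and 2, Greb1 and Tnfsf11, rose (12 and 2 adjusted over the list alone, camera adjusted p = 0.00119, median -0.66, adjusted p = 0.139 with an estimated correlation). The call of Tnfsf11, which encodes RANKL, ended without basal TEB replicate 3. In the luminal progenitor list 4 of 17 rose and 2 fell (2 and 2 adjusted over the list alone, camera adjusted p = 0.554, median 0.18), with Plet1 at -2.61 ± 0.31 (edgeR adjusted p = 5.9e-11) and the casein gene Csn3 at 1.75 ± 0.52 (edgeR adjusted p = 8.1e-05).

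The rule's largest promoter changes in the TEBs were Sh3tc2 (55.6 ± 15.8 against 6.55 ± 1.45 CPM, 3.08 ± 0.28, edgeR adjusted p = 7.6e-23), Pdk4 (2.66 ± 0.22), the immediate-early gene Egr3 (2.24 ± 0.20), Lrrc4c (2.14 ± 0.28) and the fatty acid transporter gene Slc27a6 (2.04 ± 0.32) on the basal side. On the luminal side were Svip (10.6 ± 2.15 against 70.7 ± 5.50 CPM, -2.73 ± 0.17, edgeR adjusted p = 3.8e-22), Tlr4, the lipopolysaccharide receptor gene (-2.58 ± 0.17), Cldn8 (-2.54 ± 0.08), Slain1 (-2.5 ± 0.17), Sh2d4a (-2.49 ± 0.24) and the claudin gene Cldn4 (-2.48 ± 0.34). The TEB-high genes named by the study rose in 6 of 6 (6 adjusted over the list alone, camera adjusted p = 2.8e-08, median 1.53, adjusted p = 0.114 with an estimated correlation). They were led by the cyclin gene Ccnd2 (14.6 ± 6.12 against 1.64 ± 0.688 CPM, 3.15 ± 0.42, edgeR adjusted p = 7.1e-11) and the homeobox gene Meox1 (3.61 ± 0.57, edgeR adjusted p = 1.7e-07). The Sema3b call ended without basal TEB replicate 2 and without luminal TEB replicates 2 or 3. The duct-high genes rose in 5 of 7 (5 adjusted over the list alone, camera adjusted p = 6.8e-06, median 1.34, adjusted p = 0.114 with an estimated correlation). In that list Lgr5 (10.8 ± 5.0 against 10.1 ± 0.543 CPM, edgeR adjusted p = 0.93) and Postn (1.25 ± 1.35 against 0.990 ± 0.629 CPM, edgeR adjusted p = 0.94) did not pass. Neither list is independent evidence, having been chosen by the study from these tissues.

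Among lists of other cell types, fibroblast promoters rose in 6 of 10 and 1 fell in basal TEB relative to luminal TEB cells (6 and 1 adjusted over the list alone, camera adjusted p = 6.3e-05, median 1.5, adjusted p = 0.114 with an estimated correlation). Endothelial promoters rose in 2 of 6 and 1 fell (2 and 1 adjusted over the list alone, camera adjusted p = 0.149, median 0.43). The 1 that fell, Flt1, had overlapping groups. Its call ended with loess offsets and without basal TEB replicates 1 or 3 or luminal TEB replicates 1 or 2. That of Sox18, which rose, ended without basal TEB replicate 1. Pericyte promoters rose in 1 of 5 (1 adjusted over the list alone, camera adjusted p = 0.354). Schwann cell promoters rose in 1 of 6 with 1 fallen (2 and 1 adjusted over the list alone, camera adjusted p = 0.626). Keratinocyte promoters rose in 1 of 6 with 1 fallen (2 and 1 adjusted over the list alone, camera adjusted p = 0.180). The epidermal galectin gene Lgals7 was the keratinocyte promoter that rose (3.48 ± 0.50, edgeR adjusted p = 3.1e-14). Adipocyte promoters had 0 of 5 past the test (0 adjusted over the list alone, camera adjusted p = 0.882, median -0.12, mean 0.12). Of the 2 immune promoters Csf1r fell by 2.88 ± 0.21 (edgeR adjusted p = 9.6e-06). Wnt and Notch promoters rose in 7 of 24 and 2 fell (7 and 2 adjusted over the list alone, camera adjusted p = 0.0880, median 0.05). EMT factors rose in 2 of 9 (2 adjusted over the list alone, camera adjusted p = 0.235) and developmental factors in 0 of 12 (0 adjusted over the list alone, camera adjusted p = 0.369). Cell cycle promoters rose in 2 of 29 (0 adjusted over the list alone, camera adjusted p = 0.905, median -0.16). Housekeeping promoters had 1 risen and 1 fallen of 28 (0 and 0 adjusted over the list alone, camera adjusted p = 0.912).

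Over all peaks, 25518 were higher in basal TEB and 31873 higher in luminal TEB cells (edgeR exact test). The same intron site 36.3 kb from the Basp1 TSS had the smallest p among the luminal-higher distal peaks (-5.27 ± 0.25, edgeR adjusted p = 7.3e-48). Of the peaks tested in both lineage comparisons, which share no library, 19160 of 25517 basal-higher TEB peaks (75.1%) were also basal-higher in ducts, where independent lists would share 8102, and 500 went the other way. Of the 31873 luminal-higher TEB peaks, 27639 (86.7%) were luminal-higher in ducts, where independent lists would share 11664, and 1144 went the other way. FOX sites were in 29.2% of luminal-higher TEB peaks against 14.0% of tested peaks (odds ratio 3.68). AP-1 sites were in 40.4% against 24.6% (odds ratio 2.64). TEAD sites were in 21.7% of basal-higher TEB peaks against 16.1% (odds ratio 1.58, adjusted p = 3.4e-147). Soft-masked peaks made up 13.8% of basal-higher and 3.24% of luminal-higher TEB peaks, against 8.58% of tested peaks. The excess among basal-higher peaks was lost without basal TEB replicate 1 (4.93%) and without luminal TEB replicate 2 (8.21%), and the share was 9.46% to 20.3% without each other library. It was 8.22% with DESeq2, against 9.02% of tested peaks, and 5.58% after filterByExpr, against 3.46%.

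Basal cells of TEBs were then compared with basal cells of ducts, to ask how accessibility changes between the growing tip and the duct. Promoters of both basal and luminal keratins were less accessible in basal TEB cells. The Krt5 promoter (chromosome 15, 101712732 to 101713129, GRCm38/mm10, intergenic) had 6.18 ± 1.64 CPM (n = 3) in basal TEB and 18.6 ± 3.00 (n = 2) in basal duct libraries, and Krt14 (chromosome 11, 100207230 to 100208043, intergenic) had 17.0 ± 7.60 and 52.8 ± 0.611. The luminal keratin gene Krt18 (chromosome 15, 102027973 to 102029099, coding exon) had 6.83 ± 0.566 and 18.7 ± 1.76, and Krt19 had 2.72 ± 0.641 and 11 ± 2.85. The log2 fold changes were -1.60 ± 0.27 for Krt5 (edgeR adjusted p = 0.00032), -1.61 ± 0.38 for Krt14 (edgeR adjusted p = 1.2e-05), -1.45 ± 0.11 for Krt18 (edgeR adjusted p = 0.00066) and -2.03 ± 0.31 for Krt19 (edgeR adjusted p = 0.00024). Promoters fell as a class, with a median log2 fold change over all promoters of -0.65, and relative to that median these changes were smaller. This fall depended on scaling. The median of TSS peaks, -0.64 here, was -0.41 with total counts, -0.21 with GC-bin offsets, -0.18 with loess offsets, -0.03 with factors from the 20000 most accessible peaks (chosen after seeing the data) and 0.02 with factors from TSS peaks. Factors from TSS peaks centre the TSS peaks by construction, so the last value does not test the fall. The fall was larger with factors from peaks over 10 kb from a TSS (-0.81) and with the replicate block (-0.73).

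The stem cell marker gene Lgr5 (chromosome 10, 115586739 to 115588093, coding exon) had 10.3 ± 4.74 CPM in basal TEB (n = 3) and 35.3 ± 7.55 in basal duct libraries (n = 2), and fell by 1.75 ± 0.40 (edgeR adjusted p = 7.1e-06). Postn, which encodes the matrix protein periostin, fell by 2.53 ± 0.63 (1.19 ± 1.27 against 6.97 ± 1.47 CPM, edgeR adjusted p = 0.00042). These were the 2 of 7 duct-high genes named by the study that fell (4 adjusted over the list alone, camera adjusted p = 0.586, median -0.65). The others did not pass. Acta2 was at 58.1 ± 11.8 against 62.7 ± 4.51 CPM (edgeR adjusted p = 0.89), Myl9 at -0.65 ± 0.16 (edgeR adjusted p = 0.098), Mylk at -1.25 ± 0.16 (edgeR adjusted p = 0.086), Myh11 at -0.38 ± 0.21 (edgeR adjusted p = 0.46) and Col16a1 at -0.55 ± 0.31 (edgeR adjusted p = 0.20). Of 6 TEB-high genes, Dmrta1 and Htr5b rose (3 adjusted over the list alone, camera adjusted p = 1.9e-07, median 0.74, adjusted p = 0.536 with an estimated correlation). The transcription factor gene Dmrta1 (chromosome 4, 89687911 to 89688732, coding exon) had 12 ± 1.95 CPM in basal TEB and 4.37 ± 0.922 in basal duct libraries (1.47 ± 0.24, edgeR adjusted p = 0.0033). The serotonin receptor gene Htr5b (chromosome 1, 121528051 to 121528976, intergenic) had 22.3 ± 5.16 and 10.4 ± 1.84 (1.10 ± 0.27, edgeR adjusted p = 0.0078). Ccnd2 was at 0.97 ± 0.46 (edgeR adjusted p = 0.058), Meox1 at 0.50 ± 0.34 (edgeR adjusted p = 0.51), Sema3b at 0.08 ± 0.39 (edgeR adjusted p = 0.99) and Nrg1 at -0.35 ± 0.21 (edgeR adjusted p = 0.43). The study chose both lists from these tissues, partly on these libraries, so neither is independent evidence. The hormone-sensing genes Tox3 (-1.13 ± 0.35, edgeR adjusted p = 0.0095) and Faah (-0.74 ± 0.17, edgeR adjusted p = 0.18) and Krt8 (-0.84 ± 0.22, edgeR adjusted p = 0.019) were also named by the study, and Tspan8 had no promoter peak.

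**Figure D3:**
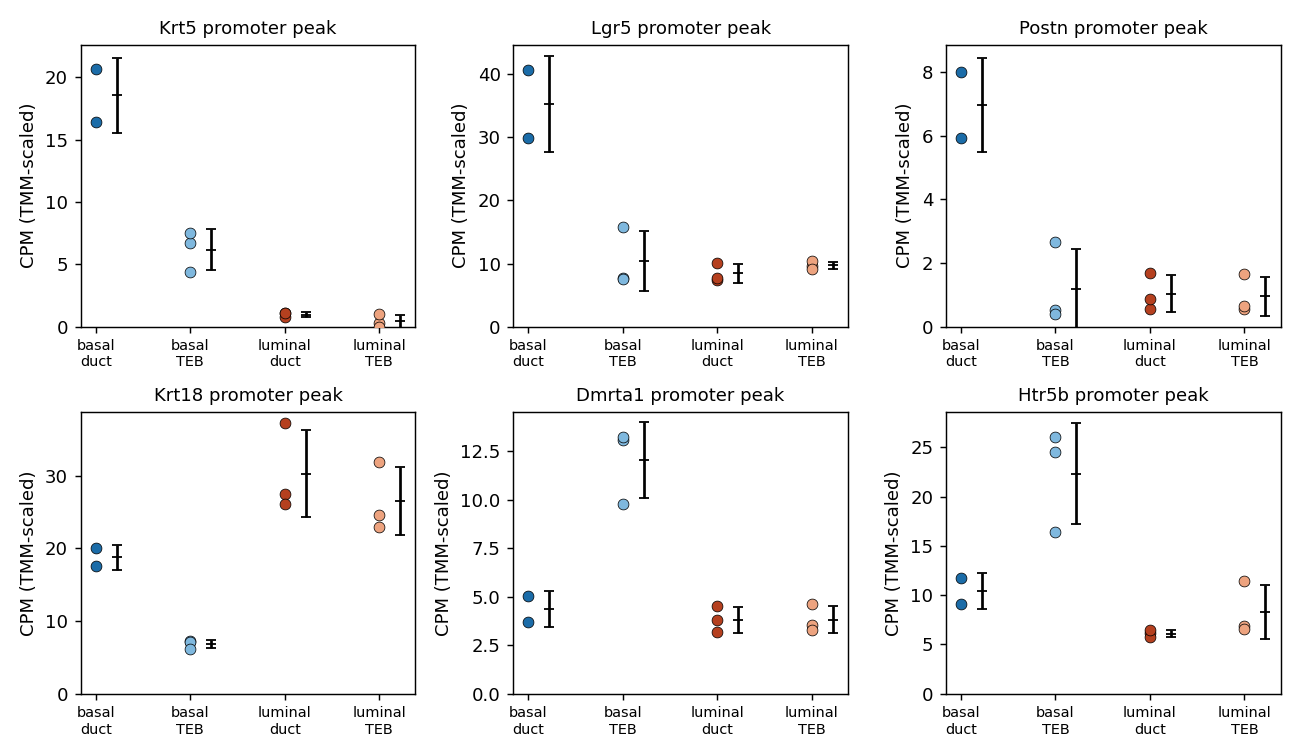
Points are the CPM (TMM-scaled) of 1 promoter peak in each library, by group, with the group mean and SD beside them. Krt5, Lgr5, Postn and Krt18 lie lower in basal TEB than in basal duct libraries (Krt5 6.18 against 18.6 CPM), while Dmrta1 (12 against 4.37) and Htr5b (22.3 against 10.4) lie higher.

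By list, 11 of 25 basal identity promoters fell in basal TEB relative to basal duct cells (17 adjusted over the list alone, camera adjusted p = 0.414, median -0.72). Pan-luminal promoters fell in 10 of 22 (15 adjusted over the list alone, camera adjusted p = 0.547, median -0.75). Mature luminal promoters fell in 8 of 21 (9 adjusted over the list alone, camera adjusted p = 0.970, median -0.66), with Wnt4 at -1.92 ± 0.30 (edgeR adjusted p = 1.4e-05) and the progesterone receptor gene Pgr at -1.15 ± 0.22 (edgeR adjusted p = 0.00091). Luminal progenitor promoters fell in 7 of 17 and 1, Wfdc18, rose (8 and 2 adjusted over the list alone, camera adjusted p = 0.180, median -0.47), a list whose test pointed up relative to the other promoters. Wfdc18 was at 1.51 ± 0.20 (edgeR adjusted p = 0.0069), the iron carrier gene Trf at -1.51 ± 0.27 (edgeR adjusted p = 0.00053) and the chemokine gene Cxcl1 at -1.22 ± 0.08 (edgeR adjusted p = 0.0016). Wnt and Notch promoters fell in 15 of 24 (18 adjusted over the list alone, camera adjusted p = 0.432, median -0.87), with Wnt5b at -1.44 ± 0.03 (edgeR adjusted p = 0.00011) and the receptor gene Fzd8 at -1.16 ± 0.19 (edgeR adjusted p = 0.0012).

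Contractile promoters fell in 3 of 25 (3 adjusted over the list alone, camera adjusted p = 0.547, median -0.46), the integrin genes Itga1 (-1.76 ± 0.33, edgeR adjusted p = 3.4e-06) and Itga5 (-1.17 ± 0.24, edgeR adjusted p = 0.0023) among them. Extracellular matrix promoters fell in 6 of 24 (6 adjusted over the list alone, camera adjusted p = 0.992, median -0.57), including the basement membrane collagen gene Col4a1 (-1.21 ± 0.26, edgeR adjusted p = 0.0015). EMT factor promoters fell in 4 of 9 (4 adjusted over the list alone, camera adjusted p = 0.970, median -0.57), with Twist1 at -1.38 ± 0.37 (edgeR adjusted p = 0.0039) and Zeb2 at -1.24 ± 0.26 (edgeR adjusted p = 0.016). Cell cycle promoters fell in 1 of 29, Foxm1 (1 adjusted over the list alone, camera adjusted p = 0.547, median -0.45). With both duct libraries kept, the Foxm1 call ended with loess offsets, total counts, TMM factors from TSS peaks and without basal TEB replicate 3. Developmental factors fell in 1 of 12, the neuronal gene Neurog2 (1 adjusted over the list alone, camera adjusted p = 0.10, median -0.57). Housekeeping promoters fell in 6 of 28 (7 adjusted over the list alone, camera adjusted p = 0.970, median -0.51), with Emc7, a subunit of a membrane protein insertase, at -1.57 ± 0.28 (edgeR adjusted p = 1.5e-05).

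Lists of other cell types fell in part or had 0 promoters past the test. Fibroblast promoters fell in 5 of 10 (6 adjusted over the list alone, camera adjusted p = 0.682, median -0.90), with Col5a1 at -1.0 ± 0.20 (edgeR adjusted p = 0.0041). Endothelial promoters, Flt1 and Erg, fell in 2 of 6 (2 adjusted over the list alone, camera adjusted p = 0.970, median -0.60). Both calls ended with loess offsets, with TMM factors from TSS peaks and without basal TEB replicate 3. That of Erg also ended with RLE factors, total counts, the replicate block and without basal TEB replicate 2. Fits that leave 1 basal duct library are not counted in this paragraph. Schwann cell promoters, Ncam1 and Sox10 among them, fell in 3 of 6 (3 adjusted over the list alone, camera adjusted p = 0.992, median -0.63). The Ncam1 and Sox10 calls ended with loess offsets, with TMM factors from TSS peaks and without basal TEB replicate 3. That of Sox10 also ended with RLE factors, total counts, the replicate block and without basal TEB replicate 2. The adipocyte list, through Cebpa, fell in 1 of 5 (1 adjusted over the list alone, camera adjusted p = 0.970, median -0.64). The Cebpa call ended with RLE factors, total counts, loess offsets and TMM factors from TSS peaks, and without basal TEB replicates 1 or 3. Pericyte promoters had 0 of 5 past the test (1 fallen adjusted over the list alone, camera adjusted p = 0.547, median -0.32), the immune list 0 of 2, and the keratinocyte list 0 of 6 (0 adjusted over the list alone). The keratinocyte list nevertheless passed camera upward relative to the other promoters (adjusted p = 0.0261, median 0.25, adjusted p = 0.536 with an estimated correlation). Fry, which compares the list with no other genes, gave it the opposite direction (adjusted p = 0.955). In several lists the median was negative while camera pointed up, because camera compares a list with all other promoters (contractile, luminal progenitor, cell cycle, housekeeping, developmental factor, endothelial, adipocyte and pericyte lists).

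The largest falls by the rule were Steap4, a metalloreductase gene (chromosome 5, 7959925 to 7960971, intergenic, 11.6 ± 1.86 against 56.2 ± 9.09 CPM, -2.28 ± 0.21, edgeR adjusted p = 6.2e-11), Xkr4 (chromosome 1, 3670681 to 3672650, intergenic, -2.16 ± 0.26, edgeR adjusted p = 5.0e-10), Tusc1 (-1.88 ± 0.12), Steap2 (-1.85 ± 0.15), the oxysterol-binding protein gene Osbpl1a (-1.84 ± 0.15) and the monocarboxylate transporter gene Slc16a7 (-1.77 ± 0.26). The 6 largest rises lay in soft-masked sequence (5 predicted genes) or in a multicopy family (Duxf3). Gm11168 (chromosome 9, 3003307 to 3003702, coding exon) had 2251 ± 814 CPM in basal TEB and 489 ± 12 in basal duct libraries (2.20 ± 0.30, edgeR adjusted p = 1.4e-09). Gm10718 (2.07 ± 0.30), Gm10719 (2.04 ± 0.34), Gm10721 (1.99 ± 0.27) and Gm17535 (2.21 ± 0.33) lie near it at the start of chromosome 9. Duxf3 (2.05 ± 0.38, edgeR adjusted p = 6.8e-07) belongs to a family of near-identical copies on chromosome 10. Reads cannot be assigned to single members of such families with certainty. Their fold changes are therefore uncertain as values for single genes.

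Over all peaks, 12605 were higher in basal TEB and 14924 higher in basal duct cells (edgeR exact test, 45.8% higher). TSS peaks made up 0.889% of the TEB-higher peaks (112, 95% Clopper-Pearson interval 0.732% to 1.07%) and 35.6% of the duct-higher peaks (5311, 34.8% to 36.4%), against 10.8% of tested peaks (Fisher odds ratios 0.0674 and 6.20). Peaks over 10 kb from a TSS made up 86.8% of the TEB-higher peaks. The share among duct-higher peaks was 14.1% with GC-bin offsets, 21.4% with loess offsets, 22.7% with TMM factors from TSS peaks and 45.3% with DESeq2 (38653 peaks without an adjusted p), and that among TEB-higher peaks was 2.78%, 3.93%, 3.52% and 0.851%. Without basal duct replicate 1 the shares were 17.5% (178) and 1.62% (16), and without each other library 31.9% to 38.4% and 0.977% to 1.39%. The median log2 fold change was -0.64 for TSS peaks and 0.21 for peaks over 10 kb away. The distal site with the smallest p was in an intron on chromosome 1, 43777604 to 43778890, 47.0 kb from 1500015O10Rik, with 49.2 ± 14.1 CPM in basal TEB and 3.17 ± 0.0415 in basal duct libraries (3.94 ± 0.22, edgeR adjusted p = 4.5e-21). Among TEB-higher distal sites, a site 260 kb from Trpc7 (chromosome 13, 57156153 to 57156638, 5.19 ± 0.40) followed. After it came a site 123 kb from Rgs6 (chromosome 12, 82493175 to 82493634, 4.91 ± 0.30). The duct-higher distal sites with the smallest p were near Brinp1 (chromosome 4, 69621952 to 69623205, -3.30 ± 0.09), Clic6 (chromosome 16, 92550182 to 92552416, -2.83 ± 0.18) and Kifc3 (chromosome 8, 95162387 to 95163132, -3.65 ± 0.43).

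Of the TEB-higher basal peaks 7554 (59.9%) were over 50% soft-masked, against 8.58% of tested peaks and 0.382% (57) of duct-higher peaks (Fisher odds ratios 36.1 and 0.0367). Their share was 30.1% after filterByExpr (5.27% of the peaks tested there), 39.2% with TMM factors from TSS peaks, 40.9% with a dispersion shared by 11 libraries, 45.3% without basal TEB replicate 1 and 67.2% with DESeq2. In basal duct-higher peaks SP/KLF sites were in 17.1% against 5.40% (odds ratio 4.76), TFAP2 sites in 21.9% against 9.37% (odds ratio 3.21), TEAD sites in 27.2% against 16.1% (odds ratio 2.13) and RUNX sites in 27.3% against 17.6% (odds ratio 1.88). The SP/KLF ratio turned to 0.969 against a matched background. TEB-higher basal peaks were poor in AP-1 (9.61% against 24.6%, odds ratio 0.303, 7.05% of random windows) and TEAD sites (6.21%, odds ratio 0.323) and richer in SOX sites (4.37% against 2.33%, odds ratio 2.08, adjusted p = 3.8e-46). The median log2(RPKM + 1) of TEB-higher basal peaks was 1.43 in basal duct, 4.12 in basal TEB, 2.43 in luminal duct and 2.89 in luminal TEB libraries, and that of duct-higher basal peaks was 4.43, 3.33, 3.48 and 3.50.

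The balance of this comparison depended on scaling. The share of called peaks that were TEB-higher was 45.8% with TMM factors over all peaks, 61.9% with total counts, 63.8% with upper-quartile factors, 63.5% with loess offsets. It was 62.1% with DESeq2, 34.7% with factors from peaks over 10 kb from a TSS and 90.2% with factors from TSS peaks (21927 higher and 2393 lower), under which the median of TSS peaks was 0.02. After the data had been seen, factors from the 20000 most accessible peaks gave 88.3%, and leaving out soft-masked peaks gave 32.4% (5696 higher and 11910 lower). Without basal duct replicate 1, which leaves 1 basal duct library, 985 peaks were higher and 1017 lower, and without basal duct replicate 3 there were 1674 and 3688. Of the 44 promoters named here that passed, 14 remained without basal duct replicate 1 (Krt5, Krt18, Krt19, Lgr5, Postn, Wnt4, Wnt5b, Dmrta1 and Htr5b among the lost), 22 without basal duct replicate 3 (Krt18, Dmrta1 and Htr5b among the lost), 36 without basal TEB replicate 3 and 42 without either other basal TEB replicate. With factors from TSS peaks 23 remained, without Krt5, Krt18, Krt8, Tox3, Pgr and Col4a1 among others. With loess offsets 29 remained, without Krt8, Tox3, Col4a1, Col5a1 and Twist1 among others. With total counts 38 remained, and with RLE factors 41. With the replicate block 41 remained, without Erg, Sox10 and Zeb2. None of the 44 changed direction.

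**Figure D4:**
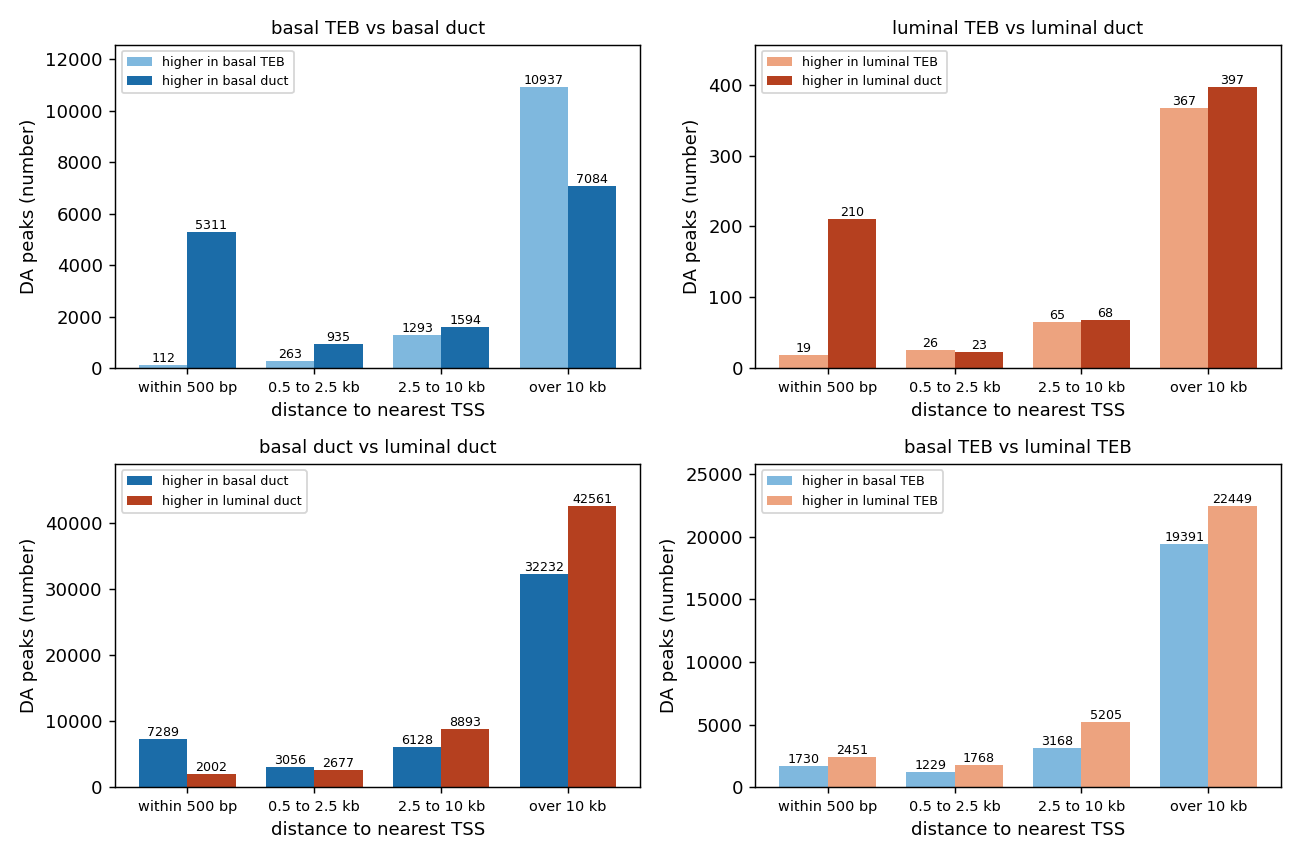
Bars give the number of peaks past the test in each direction by distance to the nearest TSS, in 1 panel per comparison. Basal TEB cells have 112 higher and 5311 lower TSS peaks relative to basal duct cells, and 10937 higher and 7084 lower peaks over 10 kb away.

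Luminal TEB and luminal duct cells differed at far fewer sites. The promoters with the largest falls by the rule were Zpbp (19.9 ± 2.39 CPM in luminal TEB, 41.7 ± 1.89 in luminal duct, n = 3 each, -1.06 ± 0.10, edgeR adjusted p = 2.6e-06), the antiviral gene Trim30a (-1.02 ± 0.13, edgeR adjusted p = 4.1e-05), Ccser1 (-1.02 ± 0.15, edgeR adjusted p = 7.6e-05), the thyroid hormone receptor gene Thrb (-0.91 ± 0.20, edgeR adjusted p = 0.00029), the spliceosome factor gene Cwc22 (-0.84 ± 0.12, edgeR adjusted p = 0.0014) and Cldn34c1 (-0.83 ± 0.09, edgeR adjusted p = 0.0034). The tropomyosin gene Tpm1 (chromosome 9, 67048858 to 67050101, intergenic) rose from 7.69 ± 2.31 to 15.6 ± 1.62 CPM (1.03 ± 0.24, edgeR adjusted p = 0.0084). The median over all promoters was -0.17. The Tpm1 call ended without luminal TEB replicate 1 or luminal duct replicate 2, that of Cldn34c1 without luminal TEB replicate 3 and that of Cwc22 without luminal duct replicate 2.

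Of the genes named by the study none passed between luminal TEB and luminal duct cells. Acta2 was at 0.63 ± 0.17 (edgeR adjusted p = 0.16), Krt8 at -0.26 ± 0.14 (edgeR adjusted p = 0.53), Krt18 at -0.19 ± 0.21 (edgeR adjusted p = 0.77), Lgr5 at 0.21 ± 0.14 (edgeR adjusted p = 0.90) and Htr5b at 0.45 ± 0.25 (edgeR adjusted p = 0.59). Contractile promoters had 1 of 25 risen, Tpm1 (1 adjusted over the list alone), with a median of 0.07 (camera adjusted p = 0.00422, adjusted p = 0.302 with an estimated correlation). The endothelial list passed camera upward with 0 of 6 promoters past the test (0 adjusted over the list alone, camera adjusted p = 0.00943, median 0.26, adjusted p = 0.302 with an estimated correlation). No other list passed, and none had a promoter past the test over all peaks. Leaving out 1 library gave 1 to 6 lists past camera, and a split that mixed luminal TEB and luminal duct libraries called 3. Adjusted over the list alone, the extracellular matrix list had 1 risen and 1 fallen (camera adjusted p = 0.0622), the cell cycle list 2 fallen (0.586), the Wnt and Notch list 1 fallen (0.982) and the duct-high list of the study 1 risen (0.0537, not independent evidence). The remaining lists had 0 adjusted over the list alone. Their camera adjusted p was 0.0537 for luminal progenitor, 0.0672 for pericyte, 0.142 for developmental factor, 0.190 for basal identity and fibroblast, 0.243 for housekeeping, 0.261 for TEB-high, 0.285 for Schwann cell, 0.586 for mature luminal and keratinocyte, 0.982 for EMT factor and adipocyte and 0.994 for pan-luminal promoters. The 2 immune promoters were not tested. In the basal identity, extracellular matrix, mature luminal, cell cycle, developmental factor, EMT factor and keratinocyte lists the median was negative while camera pointed up, and in the TEB-high list the median was 0.04 and the mean -0.02.

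The distal site with the smallest p was higher in luminal duct cells, on chromosome 15, 43856948 to 43857465, 12.6 kb from Tmem74 (-2.62 ± 0.82, edgeR adjusted p = 5.5e-08). Among duct-higher distal sites, those 23.7 kb from Phtf2 (-1.63 ± 0.27) and 133 kb from Khdrbs3 (-1.36 ± 0.26) followed. On the TEB side were sites near Dtl (chromosome 1, 191555345 to 191555679, 4.42 ± 2.56 against 0.186 ± 0.322 CPM, so few counts), Adamts3 (1.65 ± 0.30) and Etaa1 (1.97 ± 0.88), the last with overlapping groups. The oestrogen response element was in 1.86% of duct-higher luminal peaks against 0.142% of tested peaks (odds ratio 14.1, adjusted p = 7.2e-11). FOX sites were in 26.9% against 14.0% (odds ratio 2.27, adjusted p = 8.2e-19), STAT sites in 17.5% against 7.27% (odds ratio 2.72, adjusted p = 5.4e-19) and RUNX sites in 30.2% against 17.6% (odds ratio 2.03, adjusted p = 9.9e-16). TEB-higher luminal peaks were richer in AP-1 sites (35.4% against 24.6%, odds ratio 1.68, adjusted p = 2.6e-07).

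In all, 477 peaks were higher in luminal TEB and 698 higher in luminal duct cells (edgeR exact test, 40.6% higher). TSS peaks made up 3.98% of the TEB-higher peaks (19, Fisher odds ratio 0.340, p = 8.1e-08) and 30.1% of the duct-higher peaks (210, odds ratio 3.57, p = 6.9e-44). The latter share was 11.8% (49 peaks, 95% interval 8.82% to 15.2%) with loess offsets, 21.6% with TMM factors from TSS peaks, 24.2% with GC-bin offsets and 83.6% (377 peaks) with DESeq2, which left 145724 of 153394 peaks without an adjusted p, so that its values rest on other peaks. It also depended on single libraries, at 18.3% without luminal duct 1, 15.2% without luminal duct 2, 33.3% without luminal duct 3, and 16.7%, 46.5% and 16.6% without luminal TEB 1, 2 and 3. The share among TEB-higher peaks was then 3.17% to 6.78%. Soft-masked peaks made up 17.0% (81) and 2.58% (18), and over left-out libraries 10.4% (without luminal TEB 3) to 31.1% (without luminal duct 3) and 2.68% to 7.14%. The share TEB-higher was 55.5% with total counts, 60.1% with loess offsets, 26.4% with factors from peaks over 10 kb away, 80.1% with factors from TSS peaks, 73.9% with factors from the 20000 most accessible peaks (chosen after seeing the data) and 4.45% with DESeq2 (21 and 451, among the few peaks it tested). Leaving out 1 library gave 177 higher and 312 lower (luminal duct 1), 221 and 282 (luminal duct 2), 344 and 469 (luminal duct 3), 153 and 126 (luminal TEB 1), 515 and 1043 (luminal TEB 2) and 182 and 163 (luminal TEB 3). The replicate block gave 1049 and 1702, filterByExpr 955 and 1049, and a dispersion shared by 11 libraries 43 and 58.

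Whether the TEB to duct difference itself differed between lineages was tested as an interaction over all 11 libraries (edgeR quasi-likelihood test, 126832 peaks). The change was more positive in basal cells at 9560 peaks and more negative at 8202, and TSS peaks were 173 of the former and 2227 of the latter. With loess offsets these counts were 7796 and 5278, so they depended on scaling too. Among promoters, Krt14 (-2.51 ± 0.61, edgeR adjusted p = 0.0047), Krt19 (-2.05 ± 0.40, edgeR adjusted p = 0.00048), Lgr5 (-1.87 ± 0.37, edgeR adjusted p = 0.00054) and Steap4 (-1.84 ± 0.30, edgeR adjusted p = 5.8e-05) had a more negative change in basal cells, and Dmrta1 a more positive one (1.53 ± 0.49, edgeR adjusted p = 0.027). These promoters were named by their basal change (Lgr5 and Dmrta1 also by the study), which favours an interaction of that sign. The median change over all promoters was -0.65 in basal and -0.17 in luminal cells. The difference did not pass for Krt5 (edgeR adjusted p = 0.90), Postn (edgeR adjusted p = 0.078), Htr5b (edgeR adjusted p = 0.19) or Acta2 (edgeR adjusted p = 0.11). Without basal duct replicate 1 there were 2559 and 3036 such peaks. Without basal duct replicate 3 there were 5221 (interaction: TEB vs duct difference in basal minus that in luminal cells, higher) and 5545 (interaction: TEB vs duct difference in basal minus that in luminal cells, lower).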

Values the study reported

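The study reported that 15,000 to 25,000 sorted cells went into each ATAC-seq sample. It gave P values of 2.58e-08, 2.08e-08 and 1.45e-08 for lower accessibility in TEB-enriched basal cells at its LP-up, ML-up and Basal-down signature genes. It placed 13% of the TEB basal peaks in repeat elements.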

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

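The tests of matching on GC content or on level alone, of raw counts in soft-masked peaks, of leaving out basal TEB replicate 1 for those peaks, and of matched random promoter lists were chosen after the result was seen, and the other tests before.

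The TEB to duct difference was tested for a difference between lineages by an interaction term over 11 libraries (edgeR quasi-likelihood test). It was more positive in basal cells at 9560 peaks and more negative at 8202. Without basal duct replicate 1 these were 2559 and 3036. Without basal duct replicate 3 they were 5221 (interaction: TEB vs duct difference in basal minus that in luminal cells, higher) and 5545 (interaction: TEB vs duct difference in basal minus that in luminal cells, lower). Only named promoters past this test at an FDR of 0.05 are listed here. Among them the log2 change in basal minus that in luminal cells was positive for Dmrta1 (1.53), Duxf3 (1.55), Gm10718 (1.60), Gm10719 (1.64), Gm10721 (1.57), Gm11168 (1.77) and Gm17535 (1.82). It was negative for Krt14 (-2.51), Krt19 (-2.05), Krt18 (-1.19), Lgr5 (-1.87), Wnt4 (-1.89), Wnt5b (-1.24), Itga1 (-1.75), Itga5 (-1.43), Col5a1 (-1.39), Tpm1 (-1.10), Foxm1 (-0.95), Cxcl1 (-0.93), Flt1 (-1.60), Ncam1 (-1.58) and Emc7 (-1.01). It was also negative for Steap4 (-1.84), Xkr4 (-1.65), Steap2 (-1.42), Tusc1 (-1.34), Slc16a7 (-1.19) and Osbpl1a (-1.03). These last promoters, Duxf3 and the Gm genes were named for the largest basal changes. The others, apart from Tpm1, were named for a small p in basal cells (Dmrta1, Krt18 and Lgr5 also by the study). Such a choice favours an interaction of the same sign. The median change over all promoters was -0.65 in basal and -0.17 in luminal cells.

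TSS peaks were lower in basal TEB than in basal duct libraries (median log2 fold change -0.64). Thinning the basal duct libraries to the mean basal TEB total left 6720 higher and 4759 lower peaks (12605 and 14924 before). Of the lower peaks 1621 were TSS peaks (5311 before). Thinning moved the median of TSS peaks to -0.42. This passed the bound of -0.4 set for it by less than the spread over left-out libraries (-0.74 to -0.51), so the test decides nothing, and depth stays open. Matched on basal duct level and width, TSS peaks differed from unmasked peaks over 10 kb away by -0.0700 (95% bootstrap interval -0.09 to -0.04), and matched on level alone by -0.0644 (-0.08 to -0.05). A uniformly lower enrichment of open sites over background in basal TEB libraries could account for the pattern, but this test alone does not decide it. The match was on basal duct level, the denominator of the fold change, which favours distal peaks that are high in ducts. For GC bias the tests decide nothing. Matched on level and GC content the difference was -0.0074 (-0.05 to 0.02), but level alone had already brought it near 0, and matched on GC content alone it was -0.19 (-0.21 to -0.16), between the bounds of 0.1 and 0.2 set for it. A biological difference between TEB and duct stays open as well, untested.

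Soft-masked peaks were higher in basal TEB libraries. Raw counts in 11307 soft-masked peaks over 10 kb from a TSS had a basal TEB to basal duct ratio of 1.07, while the ratio of totals in peaks was 0.252, so background reads at a constant raw level may account for the rise after scaling. Of the 7554 soft-masked peaks at any distance that were called higher, 4523 (59.9%) were still called without basal TEB replicate 1, which argues against that library alone as the cause. A biological change at repeats stays open, as does the placement of reads among near-identical copies, which was not tested.

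Luminal gene promoters were lower in basal TEB libraries. The pan-luminal median of -0.75 lay at percentile 18.9 of 10000 random promoter lists matched on basal duct level (median -0.64, central 95% -0.87 to -0.41), so a shift of promoters as a class may account for it. The percentile was 41.8 for mature luminal, 86.8 for luminal progenitor, 31.3 for basal identity, 4.15 for Wnt and Notch, 89.6 for extracellular matrix, 98.2 for housekeeping, 98.7 for contractile and 99.6 for cell cycle promoters. A loss specific to luminal genes was not seen beyond this shift, and its biological meaning stays open.

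For luminal TEB against luminal duct the real grouping called 1175 peaks, the most of the 10 splits (1 of 10 as large), and the highest other called 14. For gene lists it called 2, the highest other 3, and 3 of 10 splits called as many. For basal TEB against luminal TEB it called 57391 peaks (1 of 10 as large), and the highest other 0, and for gene lists 8, with 2 of 10 splits as large and the highest other 8. With 10 splits there are too few for a share under 0.05. Splits that mix the lineages also called lists, so camera with its preset correlation calls lists in groups that mix basal and luminal libraries.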

How the results depend on the processing

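The settings without soft-masked peaks, with TMM factors from the 20000 most accessible peaks, and with TMM factors from TSS peaks for named promoters were tests chosen after the result was seen.

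Of the alternative values, 2282 of those for named promoters kept direction and side of the threshold, 216 no longer passed, 12 newly passed and 35 reversed, none of them past the test in either setting. For gene lists these were 718, 39, 27 and 90, and for motifs 221, 37, 14 and 43. An FDR of 0.01 gave 7655 (DA peaks higher, basal TEB vs basal duct) and 8225 (DA peaks lower, basal TEB vs basal duct). For that comparison, higher before lower, the values were 21927 and 2393 (TMM from TSS peaks), 20089 and 2665 (TMM from the 20000 most accessible peaks), 21279 higher (dispersion shared by 11 libraries), 5696 higher (without soft-masked peaks), and lower counts of 5890 (DESeq2), 6572 (filterByExpr), 6819 (loess with replicate block), 7966 (loess), 8288 (upper quartile) and 9021 (total count). DESeq2 gave 16915 higher for basal against luminal TEB, and it left 38653 (basal TEB against duct), 145724 (luminal TEB against duct), 0 (ducts) and 23792 (TEBs) peaks without an adjusted p. For luminal TEB against luminal duct the values were 21 and 451 (DESeq2), 104 and 180 (FDR 0.01), 1326 and 329 (TMM from TSS peaks), 1087 and 383 (20000 most accessible), 43 and 58 (shared dispersion), 955 and 1049 (filterByExpr), 1049 and 1702 (quasi-likelihood test with replicate block), 992 higher (loess with block), 753 higher (total count), 417 lower (loess) and 349 with a log2 fold change above 1 (DA peaks lower, luminal TEB vs luminal duct). Loess gave 5278 (interaction: TEB vs duct difference in basal minus that in luminal cells, lower). An FDR of 0.01 or a fold threshold gives fewer by construction, and for the others the cause was not tested.

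With an estimated correlation 0 lists passed in each of the 4 comparisons. Fry gave 11 lists for basal TEB against duct, 15 for the ducts and 0 for luminal TEB against duct. Loess gave 1 and 0 for the basal and luminal TEB against duct comparisons, and the sum of peaks within 10 kb and total count each gave 1 for the basal one. Fry tests against no change and camera against other promoters. TSS shares with total count were 1.33% (basal TEB-higher), 7.57% (basal-higher in TEBs), 4.13% (luminal-higher in ducts) and 33.9% (luminal duct-higher). By peak midpoint they were 5.90% and 7.05% (TEBs, higher and lower), 13.5% and 3.20% (ducts) and 33.2% (basal duct-higher), and with the quasi-likelihood test 34.1% (basal duct-higher). Soft-masked shares turned to 45.3% (luminal-higher in TEBs, over 10% of the peak) and 10.1% (luminal-higher in ducts, over 10 kb away). The TSS share with loess and the block was 17.1% (luminal duct-higher). Component 1 held 62.5% with filterByExpr. For these shares the cause was not tested.

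Gene lists changed direction as follows (adjusted p). For basal TEB against duct, fry turned the adipocyte (0.0451), endothelial (0.0400), luminal progenitor (0.0417), keratinocyte (0.955), contractile (0.106), cell cycle (0.117), housekeeping (0.0726), developmental factor (0.0627) and pericyte (0.133) lists. The sum of peaks within 10 kb turned contractile and cell cycle (0.863), housekeeping (0.686), endothelial (0.777) and pericyte (0.947). Total count turned extracellular matrix, EMT and Schwann (0.946), loess these 3, developmental factor and endothelial (0.890), and the block these 3, mature luminal and housekeeping (0.898). For luminal TEB against duct, fry turned basal identity, mature luminal, cell cycle and EMT (0.468), extracellular matrix (0.925), developmental factor, fibroblast and Schwann (0.950), keratinocyte (0.632) and TEB-high (0.952). Total count turned pan-luminal (0.922), loess pan-luminal (0.440), EMT (0.936) and keratinocyte (0.809), and the sum within 10 kb Wnt and Notch (0.697) and adipocyte (0.720). For the ducts, fry turned adipocyte (0.0485), developmental factor (0.00788), cell cycle (0.154), housekeeping (0.171) and keratinocyte (0.0536), the sum within 10 kb luminal progenitor (0.427) and keratinocyte (0.900), loess developmental factor (0.508) and keratinocyte (0.859), and the block luminal progenitor (0.995). For the TEBs, the sum within 10 kb turned luminal progenitor (0.433), developmental factor (0.877), and endothelial and Schwann (0.810), total count housekeeping (0.976) and loess housekeeping (0.831).

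Lists that turned when 1 library was left out had these ranges of adjusted p over left-out libraries. For basal TEB against duct they were 0.849 to 0.999 (extracellular matrix, mature luminal and EMT), 0.756 to 0.999 (housekeeping), 0.709 to 0.995 (endothelial), 0.757 to 0.995 (adipocyte) and 0.908 to 0.999 (Schwann). For luminal TEB against duct they were 0.406 to 0.809 (pan-luminal), 0.737 to 0.921 (Wnt and Notch), 0.694 to 0.921 (EMT), 0.612 to 0.974 (adipocyte) and 0.315 to 0.847 (keratinocyte). For the ducts they were 0.682 to 0.993 (luminal progenitor) and 0.628 to 0.900 (developmental factor), and for the TEBs 0.431 to 0.971 (cell cycle) and 0.673 to 0.999 (housekeeping). Their cause was not tested.

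Promoters that changed direction, none past the test, had these log2 fold changes. For basal TEB against duct, TMM factors from TSS peaks gave 0.54 (Acta2), 0.13 (Col16a1), 0.29 (Myh11), 0.0099 (Myl9) and 0.30 (Nrg1), and loess gave 0.37 (Acta2), 0.017 (Col16a1), 0.18 (Myh11) and 0.16 (Nrg1). Acta2 was at 0.013 with RLE factors and 0.11 with total count, and Sema3b at -0.32 with the block. For luminal TEB against duct Meox1 was at -0.13 (loess) and -0.025 (block), and Postn at 0.066 (TMM from TSS peaks). For the ducts Dmrta1 was at -0.0041 (block) and -0.20 (TMM from TSS peaks). Over left-out libraries the ranges were -0.29 to 0.032 (Acta2) and -0.29 to 0.36 (Sema3b) for basal TEB against duct. For luminal TEB against duct they were -0.035 to 0.32 (Col16a1), -0.15 to 0.16 (Dmrta1), -0.15 to 0.17 (Faah), -1.68 to 0.67 (Meox1) and -0.73 to 0.44 (Postn). For the ducts they were -0.097 to 0.41 (Dmrta1), -0.22 to 0.032 (Krt8) and -0.39 to 0.18 (Tox3), and for the TEBs -0.35 to 0.29 (Lgr5) and -1.05 to 0.94 (Postn). Their cause was not tested.

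Motif odds ratios reversed against a background matched on GC and width. For basal-higher TEB peaks they were 0.851 (ELF5), 0.911 (GATA), 0.901 (RUNX), 0.895 (STAT) and 0.859 (TFAP2), and for luminal-higher TEB peaks 0.911 (NFY), 0.807 (SRF), 0.929 (STAT) and 0.754 (p63/p53 half-site). For basal-higher duct peaks they were 0.821 (ELF5), 0.551 (ETS), 0.969 (NFY), 0.506 (NRF1), 0.852 (SP/KLF) and 0.939 (TFAP2), and for luminal-higher duct peaks 1.25 (ELF5), 1.11 (ETS) and 1.35 (TFAP2). For basal duct-higher peaks they were 0.915 (FOX), 0.940 (GRHL), 0.939 (NFY), 0.969 (SP/KLF) and 0.958 (half-site), and for luminal duct-higher peaks 0.978 (GATA) and 0.976 (half-site). In peaks over 10 kb away, GRHL turned to 0.958 (basal duct-higher), NRF1 to 1.09 (basal TEB-higher) and 2.16 (basal-higher in TEBs), and SP/KLF to 1.37 (basal-higher in TEBs), 1.04 (luminal TEB-higher) and 0.963 (luminal duct-higher). Odds ratios past the test in neither setting also turned. Against the matched background these were 0.827 (NFI, basal-higher in TEBs), 3.00 and 0.786 (RFX, basal TEB-higher and duct-higher), 0.929 (TEAD) and 0.563 (half-site) for luminal TEB-higher, and 0.622 (NRF1) and 0.672 (SOX) for luminal duct-higher peaks. Over 10 kb away they were 1.02 (ELF5, luminal-higher in ducts; GRHL, basal-higher in TEBs), 1.08 (NFI) and 0.846 (NRF1) for basal-higher duct peaks, and 0 (NRF1, luminal duct-higher). Motif alternatives with an empty cell gave no value, and the cause was not tested.

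Leaving out 1 library gave 985 to 15045 higher and 1017 to 18209 lower peaks for basal TEB against duct, 153 to 515 and 126 to 1043 for luminal TEB against duct, 41723 to 47480 and 45136 to 53942 for the ducts, 17012 to 24935 and 24296 to 30755 for the TEBs, and 2559 to 13586 and 3036 to 11787 for the interaction. Lists past the test numbered 1 to 3, 1 to 6, 8 to 9 and 8 to 8 in the order of the first 4. Where 1 basal duct library is left, it is assumed to vary like the other group. With the replicate number as a block, 12913 peaks were higher and 16550 lower for basal TEB against duct. After group means were removed from 76698 peaks, the 15 pairs of libraries with the same number correlated at -0.0346 to 0.0954 and 0 pairs were above 0.1. The luminal duct and TEB pairs were at 0.0446, 0.0954 and 0.0684, and 9 of 11 libraries correlated best with 1 of their own number, so a shared source is not excluded. Depth was lowest in the basal TEB libraries, at a median of 6 counts per peak.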

Other observations

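No tests in this part were chosen after the result was seen, since it reports values only.

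DA peaks of 1 comparison were also open elsewhere. The median log2(RPKM + 1) of peaks higher in luminal TEB than in luminal duct cells was 4.3 in luminal TEB, 2.92 in luminal duct, 3.11 in basal TEB and 2.34 in basal duct libraries. For peaks higher in luminal duct cells it was 3.71, 4.6, 2.70 and 2.59 in the same order.

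The share of TEB-higher basal peaks that were over 50% soft-masked was 59.9%, a measure over DA peaks and soft-masked bases and so of another kind than a share of all peaks in annotated repeats, and the 2 were not compared.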
